A study of Arabidopsis thaliana with 16 samples. Its data were reported in "Phosphorylation of CBP20 Links MicroRNA to Root Growth in the Ethylene Response" (2016).

How the data were processed

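Small RNA was sequenced from roots and from shoots of 3-day-old Arabidopsis thaliana seedlings grown in the dark. The seedlings were the wild type Col or the cbp20 mutant, in which the small subunit of the nuclear cap-binding complex is disrupted, and they received air or ethylene gas at 10 ppm for 4 h. Each of the 8 groups held 2 libraries, 16 in all. The labels number the replicates but do not say that they came from separate cultures, so the p-values below measure the spread between samples, which may be technical.

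The deposited files were 2 tables made separately, a root table and a shoot table, each with one column per library. The authors had trimmed and quality filtered the reads with the FASTX toolkit, aligned them with Bowtie (version not stated) to TAIR10, kept perfect matches, removed reads of structural RNAs, and assigned known miRNAs from miRBase release 21. The unit of the deposited values was a signal per mature miRNA locus, namely reads scaled by the authors to 18 M reads per library and rounded to 1 decimal. Which reads made up the 18 M was not stated, and neither was the way reads were assigned when they matched several loci or were shorter or longer than the annotated miRNA. The choice of test had assumed reads scaled to 1 M per library, and the filter and pseudocount were kept as chosen.

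Each table listed 427 mature miRNA loci with 349 distinct sequences, of which 45 lay at more than one locus. For 24 of those 45 in the root table, and for 20 in the shoot table, the loci of one sequence carried different values. The values of one sequence were therefore averaged over its loci, and the joint name lists the loci (miR319a/b, for example). All 427 sequences matched the supplied TAIR10.1 chromosome sequence at the listed position, which is given in coordinates counted from 1. By that annotation 67 loci lay in a protein-coding gene on its strand and 39 in one on the other strand. In every library all values were whole multiples of one step (100% within the rounding to 1 decimal), so the step gave the value of 1 read and the library total. The implied totals were 10.2 to 17.5 M reads in roots, where 1 read stood for 1.03 to 1.77, and 4.11 to 12.5 M reads in shoots, where 1 read stood for 1.45 to 4.38. A listed value below about 20 thus rested on few reads, mostly so in the shoot table.

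Sequences with a mean of at least 10 over the 8 libraries of a table were tested, 156 in roots and 141 in shoots. The test was limma 3.58.1 with a mean-variance trend (R 4.3.3) on log2 of the value plus 1, with the 4 groups of a table sharing one estimate of the spread, and Benjamini-Hochberg adjustment. A sequence was said to have risen or fallen at an adjusted p below 0.05 and at least a 1.5-fold difference. The pseudocount of 1 understates fold changes of low values. Differences of effects between genotypes were interaction terms, and those between tissues were fitted over all 16 libraries on the 125 sequences that passed the filter in both tables. An exact test of 2 against 2 libraries cannot go below p = 0.333, so none was used for single miRNAs. The summed value per library was compared between 4 cbp20 and 4 Col libraries with a two-sided exact permutation test. Because the scaling of whole libraries decides the sign of many genotype differences, each fold change was also taken relative to the library median, that is with each library centred on the median of its tested sequences.

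The lists of miRNAs were fixed, like the tests, thresholds and alternatives, before the data were examined: families that target MYB33 transcripts, auxin signalling genes, TCP and GRF genes, phase change genes, HD-ZIP III and HAM genes, small RNA machinery genes, TAS transcripts, copper, phosphate and sulfate genes, NF-YA genes, MYB flavonoid genes and PPR genes; conserved families and all other families; passenger-side arms of conserved families; and miRNAs with a precursor inside a protein-coding gene on its strand. A list by targets held all arms of its families. It thus also counts arms other than the one that pairs with the target, such as miR173-3p among the TAS triggers and miR159b-5p among the families that target MYB33. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01. They were tested again with an estimated correlation and with fry, which asks whether members move one way on balance. Classes by first base and by length were tested in the same way for the genotype. The miRNAs named for each comparison were all tested sequences of miR319, miR159, miR160 and miR164 and miR863-3p; the 10 highest and the 10 lowest fold changes among calls whose groups did not overlap; where a direction held fewer than 5 calls, its 5 smallest p; and the 5 sequences with the highest mean of the table. For differences of effects they were the 5 smallest p in each direction. Other names in the text were chosen after their values were seen.

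In the shoot table the replicate numbers went with the sequencing lanes in the labels (replicate 1 in lane 7, replicate 2 in lane 8). The differences between replicates correlated across sequences in all 6 pairs of shoot groups, at r = 0.15 to 0.44, so the numbers were taken to pair the shoot libraries. A fit with the replicate as a block was run beside the main one and is given where it changed a call.

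On data simulated with the spread of these tables, with 40 changed sequences in each of 10 runs, changes of 1.5-, 2- and 4-fold were called in 7.14%, 32.3% and 90.0% of cases for ethylene in Col roots and in 10.0%, 30.8% and 86.9% for the genotype in roots in air. In shoots the shares were 3.57%, 13.1% and 56.9% for ethylene in Col and 5.00%, 17.7% and 68.5% for the genotype in air. Unchanged sequences were called in 0.431%, 0.603%, 0.396% and 0.594% of cases in these 4 settings. In a separate simulation all sequences were drawn independently with one common SD. There a list of 20 members passed camera at p below 0.05 in 8% of 50 runs without a shift and in 100% with a shift of 0.5. Members of the real lists were correlated, at an estimated 0.02 (PPR) to 0.79 (NF-YA) over both tissues. The 8% therefore does not give the error rate of the list tests below. Counts recovered as whole reads were tested with edgeR 4.0.16 and DESeq2 1.42.0. The other alternatives were another pseudocount or filter, single loci, other scalings, other variance settings, leaving out each library in turn, and, for ethylene, a looser rule that the study does not state, a one-sided equal-variance test per locus at 1.5-fold, with and without adjustment. The edgeR fit with the implied library totals and the test of the genotype effect between tissues were added after the data were seen.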

Results

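The 16 libraries covered roots and shoots of Col and of cbp20, each in air and after 4 h of ethylene, with 2 libraries in each of the 8 groups. The values are reads of a mature miRNA per 18 M reads of its library. Implied library totals ran from 10.2 to 17.5 M reads in roots and from 4.11 to 12.5 M in shoots, so a single read stood for 1.03 to 1.77 in a root library and for 1.45 to 4.38 in a shoot library. Of the 427 loci, 121 to 152 were listed at 0 in a root library and 143 to 187 in a shoot library. Positions below refer to TAIR10.1.

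The first question was whether listed miRNAs as a whole were lower in cbp20, since the cap-binding complex acts in the processing of primary miRNA transcripts. Whether the CBP20 mRNA itself was lost cannot be checked with tables of miRNAs. In Col roots the listed miRNAs made up 11.8% and 10.8% of the scaled library in air and 12.6% and 10.8% in ethylene. In cbp20 roots they made up 5.73% and 5.52% in air and 5.40% and 4.32% in ethylene. Col shoots held 13.9% and 17.0% in air and 10.2% and 15.6% in ethylene, against 4.21% and 5.34% and then 4.37% and 5.35% in cbp20 shoots. The mean was 11.5% ± 0.873 in Col roots and 5.25% ± 0.632 in cbp20 roots (SD, n = 4 each), a 2.20-fold difference between the means of the logs. In shoots it was 14.2% ± 2.93 and 4.82% ± 0.615 (SD, n = 4 each), a 2.91-fold difference on the same scale. Each two-sided exact permutation test gave p = 0.0286, the smallest that its 70 arrangements allow. The 4 libraries of a genotype pooled air and ethylene, so their SD spans both treatments. The arrangements kept neither the treatments nor the shoot pairs apart. Without the 3 sequences with the highest means the differences were 2.17-fold in roots and 2.73-fold in shoots.

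**Figure D1:**
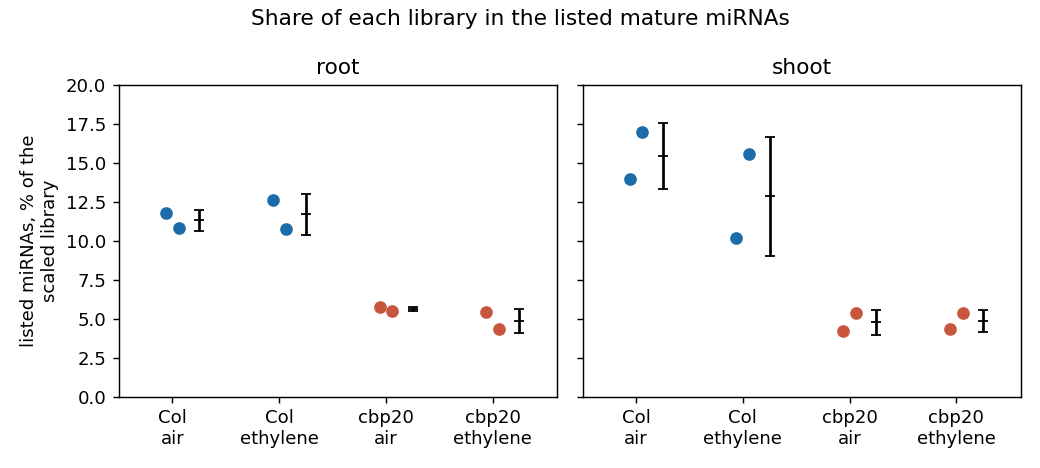
Share of the scaled library held by all listed miRNAs (percent, y axis) in roots and in shoots of Col and cbp20 in air and in ethylene; each point is a library and each bar the mean with its SD (n = 2). The cbp20 libraries lie between 4.21% and 5.73% and the Col libraries between 10.2% and 17.0%.

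In roots in air, cbp20 was compared with Col to find which miRNAs depend on CBP20. Among the deepest losses were those of miR869.2, miR780.2, miR829-3p.2, miR168b-3p, miR396a-3p, miR167a-3p and miR164b-3p. These include passenger-side arms of old families and several young miRNAs. Against them, miR840-5p and miR865-5p rose. Of 156 sequences tested, 72 fell, 9 rose and 75 did not pass, while 89 had an unadjusted p below 0.05 and 124 did not overlap between the groups, where chance gives 33.3%. The edgeR fit to the recovered reads with the implied totals called 84 (9 higher, 75 lower). The median log2 fold change was −0.90, and the library medians themselves differed by −0.92. Relative to them 84 passed, 47 higher and 37 lower. All 37 were among the 72 that fell, and the other 35 of the 72 no longer passed. With any single library left out, 50 of the 72 and 2 of the 9 stayed past the threshold. The count without Col root air replicate 1 was 53.

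The chromosome 5 miRNA miR869.2 (15891614 to 15891634, minus strand, outside protein-coding genes) went from 620.2 ± 15.0 in Col to 9.05 ± 9.83 in cbp20 (SD, n = 2 each). Its log2 fold change was −6.42 ± 0.60 (SE, adjusted p = 2.34e-10) and −5.50 relative to the library median. The passenger-side arm miR168b-3p (chromosome 5, 18358803 to 18358823, minus strand) went from 4418 ± 1014 to 164.8 ± 45.9, at −4.74 ± 0.37 (SE, adjusted p = 6.3e-12, −3.83 relative to the median). The value of miR396a-3p (chromosome 2, 4142331 to 4142351, minus strand) fell from 8095 ± 1899 to 648.6 ± 125, at −3.63 ± 0.34 (SE, adjusted p = 2.34e-10, −2.72 relative). In the same comparison miR829-3p.2 changed by −4.91 (−4.00 relative), miR780.2 by −4.95 (−4.03 relative) and miR167a-3p by −3.94 (−3.02 relative). The auxin-linked miR164 and miR160 families fell at most members. Here miR164a/164b-5p changed by −1.96 (adjusted p = 0.000147, −1.05 relative), from 2093 ± 351 to 537.8 ± 104 (SD, n = 2 each), miR164c-5p by −2.20 (−1.28 relative), miR164b-3p by −3.37 (−2.45 relative) and miR164c-3p by −2.22 (−1.30 relative). The change of miR160c-3p was −2.72 (−1.81 relative) and that of miR160a-5p/160b/160c-5p −1.26 (−0.35 relative), while miR160a-3p did not pass at −0.55.

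Of the abundant miRNAs in roots in air, miR159b-3p fell by 1.16 on the log2 scale, miR158a-3p by 1.35 and miR162a-3p/162b-3p by 1.29, falls near that of the library median, with miR158a-3p at −0.44 and miR162a-3p/162b-3p at −0.37 relative to it. The related miR159a (−0.57) missed the 1.5-fold threshold, and miR319a/b (−0.45, adjusted p = 0.151) and miR319c (−0.08, adjusted p = 0.83) did not pass. The low miR159b-5p changed by −1.71, from 24.9 ± 14.8 in Col to 7.40 ± 6.08 in cbp20 (SD, n = 2 each). Relative to the library median miR319a/b lay at 0.47 and miR319c at 0.84. The change of miR159c was −0.71, past the threshold only as deposited, since it turned to 0.21 relative to the median, and it was lost without Col root air replicate 2 (−0.66), cbp20 root air replicate 1 (−0.79) or cbp20 root air replicate 2 (−0.63). Among the rises, miR840-5p, in a UTR exon of AT2G02750 on its strand (chromosome 2, 771492 to 771513, minus strand), went from 414.8 ± 82.4 to 1060.35 ± 54.1 (SD, n = 2 each), at 1.37 ± 0.37 (SE, adjusted p = 0.00253, 2.28 relative). The rise of miR865-5p (chromosome 5, 5169998 to 5170018, plus strand) was from 22.2 ± 8.84 to 92.1 ± 1.91, at 2.06 ± 0.53 (adjusted p = 0.00174, 2.98 relative). The other 7 rises rested on Col root air replicate 1, without which miR860 fell short at 1.59 from 3.11, miR5027 at 1.23 from 2.23, miR5028 at 1.74 from 2.01, miR8165 at 1.56 from 2.02, miR5637 at 1.13 from 1.41, miR845b at 0.77 from 1.41 and miR845a at 0.77 from 1.04. Without cbp20 root air replicate 1, miR8165 (2.00), miR5637 (1.56), miR845b (1.21) and miR845a (0.89) also fell short, as did miR8165 (2.05) and miR5637 (1.26) without cbp20 root air replicate 2.

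In roots in ethylene, the same comparison asked whether these dependences held under the hormone. Losses of miR869.2, miR168b-3p, miR829-3p.2 and miR396a-3p were found again, and those of miR163 and miR164c-3p were among the deepest. Of 156 sequences, 95 fell, 6 rose and 55 did not pass. Of all, 103 had an unadjusted p below 0.05 and 128 did not overlap (33.3% by chance). edgeR with implied totals called 102 (6 higher, 96 lower). The median was −1.41, the library medians differed by −1.21, and relative to them 71 passed, 29 higher and 42 lower. Of the 95 that fell, 42 passed as lower and 53 no longer passed. With any single library left out, 72 of the 95 and 1 of the 6 stayed, that 1 being miR840-5p (1.37 ± 0.37, adjusted p = 0.00189, 2.58 relative).

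The 24 nt miRNA miR163 (chromosome 1, 24884359 to 24884382, plus strand, outside protein-coding genes, TTGAAGAGGACTTGGAACTTCGAT) fell from 513.3 ± 60.2 in Col to 10.4 ± 0.99 in cbp20 (SD, n = 2 each). Its log2 fold change in ethylene was −5.49 ± 0.47 (SE, adjusted p = 6.86e-11, −4.28 relative), and in air it was −2.99 (−2.08 relative). The passenger-side arm miR164c-3p (chromosome 5, 9852747 to 9852767, plus strand, CACGTGTTCTACTACTCCAAC) fell from 207.9 ± 14.1 to 10.8 ± 8.34, at −4.35 ± 0.52 (SE, adjusted p = 2.3e-08, −3.14 relative). In ethylene miR869.2 changed by −6.47 (−5.26 relative), miR168b-3p by −4.14 (−2.93 relative), miR164a/164b-5p by −3.06 (−1.85 relative) and miR164c-5p by −3.13 (−1.92 relative). The miR160 family fell at all 3 tested sequences, with miR160c-3p at −3.71, miR160a-3p at −2.02 and miR160a-5p/160b/160c-5p at −1.88. The abundant members of miR159 moved less, with miR159b-3p at −1.29 (−0.08 relative), miR159a at −0.93 (0.28 relative) and miR159c at −0.74 (0.47 relative, and lost without Col root ethylene replicate 1 at −0.52). The low miR159b-5p changed by −2.20, from 15.0 ± 0.849 in Col to 2.85 ± 2.33 in cbp20 (SD, n = 2 each). The change of miR319a/b was −0.74 (adjusted p = 0.0133), which turned to 0.47 relative to the median and was lost without Col root ethylene replicate 1 (−0.68), and miR319c did not pass (0.22). The other rises were miR779.2 (1.80, lost without Col root ethylene replicate 1 at 1.55 or cbp20 root ethylene replicate 2 at 1.46), miR845b (1.02, 0.79 without Col root ethylene replicate 1), miR845a (0.80, 0.60 without it), miR781a/781b (0.87, 0.76 without it) and miR838 (1.25, 0.34 without Col root ethylene replicate 2).

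In shoots in air, the named losses joined members of conserved families, such as miR396a-5p and miR395a/395d/395e, and the TAS trigger miR173-5p with young miRNAs such as miR829-5p, miR775 and miR869.2. Of 141 sequences 66 fell, 2 rose and 73 did not pass. Of all, 77 had an unadjusted p below 0.05 and 112 did not overlap (33.3% by chance). edgeR with implied totals called 72 (2 higher, 70 lower). The median was −1.42 and the library medians differed by −1.41. Relative to them 30 passed, 17 higher and 13 lower, and of the 66 that fell 13 passed as lower and 53 no longer passed. With any single library left out, 39 of the 66 and 0 of the 2 stayed. The strongest evidence was for miR396a-5p (chromosome 2, 4142443 to 4142463, minus strand), which fell from 15973 ± 965 to 1303 ± 13.4 (SD, n = 2 each), at −3.61 ± 0.27 (SE, adjusted p = 2.12e-05, −2.20 relative). The TAS trigger miR173-5p (chromosome 3, 8236161 to 8236182, plus strand) fell from 842.4 ± 90.9 to 52.4 ± 3.54, at −3.98 ± 0.42 (adjusted p = 0.000149, −2.57 relative). The sulfate-linked miR395a/395d/395e fell by 3.5 on the log2 scale (adjusted p = 0.000849, −2.09 relative) and miR829-5p by 4.11 (adjusted p = 0.000122, −2.70 relative). The fold change of miR869.2 was −6.11 (adjusted p = 0.00256).

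The miR159 family fell in shoots in air, with miR159b-3p at −2.66, miR159c at −1.99 and miR159a at −1.96, the last of which was lost without Col shoot air replicate 2 (−1.59) or cbp20 shoot air replicate 1 (−1.55). The values of miR319a/b (−0.74, adjusted p = 0.132) and miR319c (−0.77, adjusted p = 0.151) did not pass, although they did with the replicate as a block (adjusted p = 0.0063 and 0.0205). The blocked fit added 9 calls in air, these 2 among them. Relative to equal sums over all listed miRNAs both lay higher in cbp20, at 0.95 and 0.93. The miR164 guide arms fell (miR164a/164b-5p −1.96, miR164c-5p −2.27) while miR164c-3p did not pass (−0.55). The abundant miR158a-3p (−2.20), miR156a-5p/156b-5p/156c-5p/156d-5p/156e/156f-5p (−1.53) and miR166a-3p/166b-3p/166c/166d/166e-3p/166f/166g (−1.01) fell as deposited, and relative to the library median the last of these turned to 0.40. Its call was lost without Col shoot air replicate 1 (−1.08), Col shoot air replicate 2 (−0.94) or cbp20 shoot air replicate 1 (−0.90). The change of miR160a-5p/160b/160c-5p was −1.33, which turned to 0.08 relative to the median and was lost without Col shoot air replicate 1 (−0.88), cbp20 shoot air replicate 1 (−1.49) or cbp20 shoot air replicate 2 (−1.17). The 2 rises were miR845b (1.5 ± 0.44, adjusted p = 0.0163, 2.91 relative) and miR157a-3p/157b-3p (1.22 ± 0.34, adjusted p = 0.0133, 2.64 relative). They were at 0.91 and 0.99 without Col shoot air replicate 2 and at 1.10 and 0.94 without cbp20 shoot air replicate 1, where neither passed. In Col in air miR157a-3p/157b-3p was far higher in roots (21443) than in shoots (1574), so root tissue in the cbp20 shoot samples is not ruled out for its rise.

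In shoots in ethylene the same miRNAs led, with miR173-5p, miR829-5p, miR396a-5p and miR395a/395d/395e joined by miR167d and miR396a-3p. Of 141 sequences 60 fell, 2 rose and 79 did not pass. Of all, 70 had an unadjusted p below 0.05 and 96 did not overlap (33.3% by chance). edgeR with implied totals called 67 (2 higher, 65 lower). The median was −1.16 and the library medians differed by −1.24. Relative to them 26 passed, 17 higher and 9 lower, and of the 60 that fell 9 passed as lower and 51 no longer passed. The count was 25 without cbp20 shoot ethylene replicate 2 and 42 without cbp20 shoot ethylene replicate 1, and 21 of the 60 stayed with any single library left out. The fall of miR173-5p was from 1054 ± 538 to 49.0 ± 9.48 (SD, n = 2 each), at −4.31 ± 0.42 (SE, adjusted p = 0.000109, −3.07 relative). In this comparison miR396a-5p changed by −3.13 ± 0.27 (adjusted p = 8.04e-05, −1.89 relative), miR167d by −3.36 (−2.12 relative), miR396a-3p by −3.36 (−2.11 relative), miR829-5p by −3.47 (−2.23 relative) and miR395a/395d/395e by −3.04 (−1.80 relative). The fall of miR869.2 (−3.52, adjusted p = 0.0429) rested on single libraries, at −1.68 without cbp20 shoot ethylene replicate 2, −3.87 without Col shoot ethylene replicate 1 and −3.16 without Col shoot ethylene replicate 2.

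Of the miR159 family in shoots in ethylene, miR159b-3p changed by −1.87 (lost at −1.36 without Col shoot ethylene replicate 2 and at −1.48 without cbp20 shoot ethylene replicate 1) and miR159c by −1.66 (lost at −1.34 without cbp20 shoot ethylene replicate 1). The value of miR159a (−1.28, adjusted p = 0.0555) passed only with the replicate as a block (adjusted p = 3.6e-05), as 1 of 9 calls which that fit added, and it also passed without Col shoot ethylene replicate 1 (−1.87). Of the others, 4 were rises in the blocked fit, namely miR845a (0.77, adjusted p = 0.0102), miR840-5p (1.06, adjusted p = 0.0239), miR157a-3p/157b-3p (0.74, adjusted p = 0.0245) and miR781a/781b (1.03, adjusted p = 0.0362). The values of miR319a/b (−0.36), miR319c (−0.36) and miR164c-3p (−0.08) did not pass. The change of miR164a/164b-5p was −1.62 (lost at −1.35 without cbp20 shoot ethylene replicate 2). The rise of miR845b (chromosome 4, 12214086 to 12214107, minus strand, TCGCTCTGATACCAAATTGATG) was from 618.5 ± 81 to 2123 ± 381 (SD, n = 2 each), at 1.77 ± 0.44 (SE, adjusted p = 0.0112, 3.01 relative), and it was lost without cbp20 shoot ethylene replicate 1 (1.59). The other rise, miR3434-5p (2.15, adjusted p = 0.0429), was lost without Col shoot ethylene replicate 2 (1.51) and cbp20 shoot ethylene replicate 1 (1.58), and also without cbp20 shoot ethylene replicate 2 (2.73). In Col in air miR3434-5p was at least 4-fold higher in roots than in shoots, so root tissue in the cbp20 shoot samples is not ruled out for its rise.

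Families were then grouped by their known targets. The auxin-linked families (miR160, miR164, miR167, miR390 and miR393) held many losses. In roots in air 12 of 18 members fell (14 adjusted over the list alone), in roots in ethylene 17 of 18 (17 adjusted over the list alone, median −2.25), in shoots 11 of 15 in air (13 adjusted over the list alone) and 9 of 15 in ethylene. Relative to the library median this list lay at −0.43, −1.05, −0.13 and −0.06. In roots in ethylene it lay below the other miRNAs by camera (adjusted p = 0.0393), and not with an estimated correlation (adjusted p = 0.725). It did not pass in roots in air (adjusted p = 0.113), in shoots in air (0.0771, and 0.0541 with the replicate as a block) or in shoots in ethylene (0.209), and these comparisons were not shown to differ from one another. The TCP and GRF list fell at 4 of 6 and 5 of 6 members in roots and at 3 of 6 and 4 of 6 in shoots, air first. All 5 tested members of the TAS trigger list fell in roots in ethylene and 4 of 5 in roots in air. In shoots 3 of 5 fell in air (5 adjusted over the list alone) and 4 of 5 in ethylene. Relative to the library median the TAS triggers lay at −1.20, −1.12, −0.65 and −0.79. In roots, air first, 6 and 6 of 7 members of the small RNA machinery list fell, 9 and 12 of 15 of the phase change list, 5 and 8 of 10 of the HD-ZIP III and HAM list, 3 and 5 of 6 of the copper list, 3 and 3 of 5 of the NF-YA list and 2 and 2 of 3 of the PPR list. In shoots the numbers were 5 and 3 of 7, 4 and 6 of 11 (with 1 rise in air), 6 and 8 of 10, 5 and 5 of 6, 0 and 0 of 5 and 1 and 1 of 3. The shoot counts of all these lists are without the replicate as a block, unless it is named. With the block 2 NF-YA members fell in ethylene, miR169a-5p (−1.79, adjusted p = 0.00878) and miR169b-5p/169c (−1.80, adjusted p = 0.00873). In air all 5 members of the TAS trigger list fell, with the passenger arms miR390a-3p (−0.89, adjusted p = 0.0314) and miR173-3p (−2.19, adjusted p = 0.0144) added. In air the block also added miR161.2 to the PPR list (−1.42, adjusted p = 0.0226), miR156c-3p to the phase change list (−1.0, adjusted p = 0.0198), miR171b-3p/171c-3p to the HD-ZIP III and HAM list (−1.24, adjusted p = 0.00769) and miR390a-3p to the auxin-linked list (12 of 15), and in ethylene miR403-5p to the small RNA machinery list (−1.25, adjusted p = 0.0277) and a rise of miR157a-3p/157b-3p to the phase change list. These members were named after their values were seen. The other shoot counts changed by the block were 5 of 6 in air for TCP and GRF, and 5 of 5 in air and 3 of 5 in ethylene for the list that targets MYB33. Adjusted over the list alone these differed for the NF-YA list in roots in ethylene (4 fell), the small RNA machinery list in shoots in ethylene (4 fell) and the copper list in shoots in air (1 rose beside 5 that fell). Centring on the library median turned the medians above 0 for the copper list in roots in air (0.34), the phase change and NF-YA lists in shoots in air (0.41 and 0.48) and the PPR list in shoots in ethylene (0.08). The list of the miR159 and miR319 families, which target MYB33, fell at 2 of 6 members in roots in air (3 adjusted over the list alone) and 5 of 6 in roots in ethylene. In shoots it fell at 3 of 5 in air and 2 of 5 in ethylene (3 adjusted over the list alone). Relative to the library median this list lay at 0.27 and 0.38 in roots and at −0.55 and −0.03 in shoots. By camera none of these lists other than the auxin-linked one differed from the other miRNAs, with adjusted p from 0.144 to 0.977 in roots in air, 0.229 to 0.857 in roots in ethylene, 0.131 to 0.879 in shoots in air and 0.167 to 0.876 in shoots in ethylene.

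The miRNAs were also split into conserved and other families, and those whose precursor lies inside a protein-coding gene on its strand were set against the rest. In roots in air, 47 of 77 conserved sequences fell (50 adjusted over the list alone, median −1.24), against 25 that fell and 9 that rose of 79 others (22 and 9 adjusted over the list alone, median −0.25). In roots in ethylene 64 of 77 conserved sequences fell (65 adjusted over the list alone, median −1.71), and 31 fell and 6 rose among the others (30 and 5 adjusted over the list alone, median −0.68). The camera test of conserved against other families gave an adjusted p of 0.00129 in air and 5e-05 in ethylene in roots, and 0.624 and 0.654 with an estimated correlation. In shoots the conserved list held 43 falls and 1 rise of 70 in air (44 and 1 adjusted over the list alone, median −1.53, adjusted p = 0.0771) and 42 falls in ethylene (44 adjusted over the list alone, median −1.42, adjusted p = 0.000792, and 0.507 with an estimated correlation). With the replicate as a block the shoot air value was 0.035, or 0.691 with an estimated correlation. The others held 23 falls and 1 rise of 71 in air (22 and 1 adjusted over the list alone, median −0.96) and 18 falls and 2 rises in ethylene (9 and 1 adjusted over the list alone, median −0.45). With the replicate as a block the conserved list held 48 falls and 1 rise in air and 46 and 1 in ethylene, and the others 27 and 1 in air and 19 and 5 in ethylene. Relative to the library median, the conserved list lay at −0.32 and −0.51 in roots and at −0.11 and −0.17 in shoots, and the others at 0.66, 0.53, 0.46 and 0.79. The passenger-side arms of conserved families fell at 22 of 34 in roots in air (median −1.43, adjusted p = 0.0207, and 0.624 with an estimated correlation) and at 30 of 34 in roots in ethylene (31 adjusted over the list alone, median −2.02, adjusted p = 0.00238, and 0.654 with an estimated correlation). In shoots 14 of 29 fell and 1 rose in air (adjusted p = 0.879) and 13 of 29 fell in ethylene (adjusted p = 0.765), or 16 falls and 1 rise and then 14 and 1 with the block, and relative to the library median these shoot medians turned to 0.32 and 0.16.

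Of the 24 tested root sequences with a precursor inside a protein-coding gene, 4 rose (miR860, miR8165, miR5637 and miR840-5p) and 6 fell in air, among them miR837-5p (−2.74) and miR837-3p (−2.48), all named after their values were seen. The median was 0.51 and the mean −0.02, while camera placed the list above the others (adjusted p = 0.00193, and 0.624 with an estimated correlation). In roots in ethylene 2 rose (miR838, in an intron of DCL1, and miR840-5p) and 5 fell (1 and 5 adjusted over the list alone), at a median of −0.09 (adjusted p = 0.000103, and 0.654 with an estimated correlation). In shoots 2 of 22 fell in air (0 adjusted over the list alone, adjusted p = 0.0239, and 0.882 with an estimated correlation), and 1 rose and 2 fell in ethylene (0 and 0 adjusted over the list alone, median 0.12 with a mean of −0.03, adjusted p = 0.00101, and 0.507 with an estimated correlation). With the replicate as a block 3 fell in air, and 2 rose and 2 fell in ethylene. Relative to the library median the list lay at 1.43 and 1.12 in roots and at 0.95 and 1.36 in shoots. Because camera compares a list with the other miRNAs, a list with a median below 0 can lie above them, as the other families did. Apart from differences between tissues, 16 list tests passed with camera at the preset correlation, and 0 held with an estimated correlation.

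The losses in cbp20 were shared between air and ethylene and between tissues. In roots 69 sequences fell in both air and ethylene, where 43.8 would by chance, and in shoots 52 (28.1 by chance). Between roots and shoots 44 fell in both in air (30.7 by chance) and 49 in ethylene (34.0 by chance) of the 125 tested in both tables. Across sequences, which are not independent replicates, the genotype effect in air and in ethylene correlated at r = 0.89 and rho = 0.87 in roots (156 sequences) and at r = 0.78 and rho = 0.78 in shoots (141). Between roots and shoots it correlated at r = 0.67 and rho = 0.63 in air and r = 0.63 and rho = 0.66 in ethylene (125 each). Each of these 4 had a permutation p of 1e-05, the smallest they can give, and 2e-05 adjusted over the 8 relations in the family. Both arms of a precursor moved together in cbp20 roots in air (r = 0.60, rho = 0.61 across 34 precursors, permutation p = 0.00019). In shoots in air the arms correlated at r = 0.43 and rho = 0.32 across 30 precursors (permutation p = 0.0184 for r and 0.086 for rho), and the difference between the tissues was not tested.

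**Figure D2:**
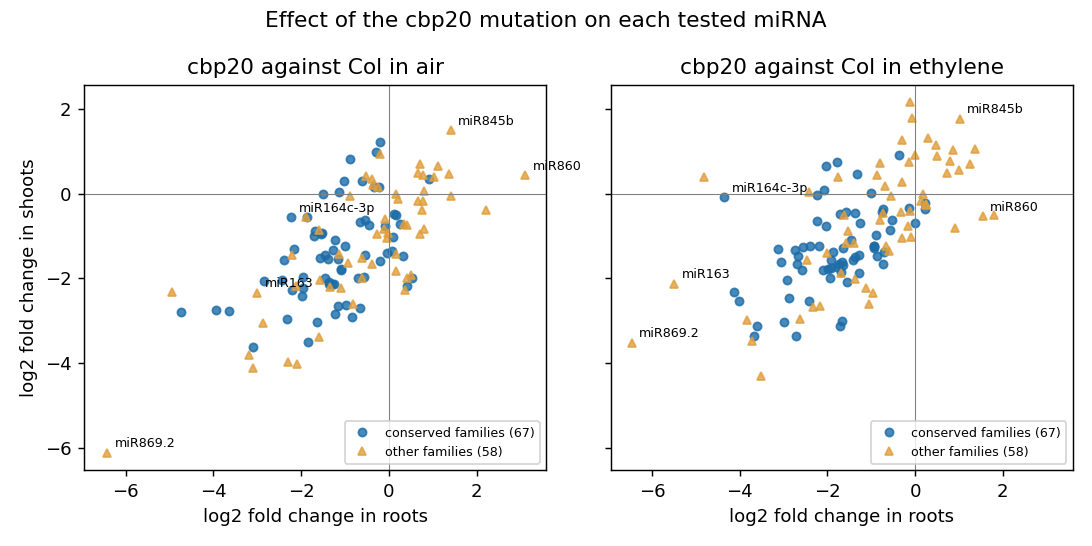
Log2 fold change of cbp20 over Col in roots (x axis) and in shoots (y axis), in air and in ethylene, as deposited; each symbol is 1 of 125 sequences, circles for 67 of conserved families and triangles for 58 of other families. Most symbols lie below 0 in both tissues, and the library medians differ by −0.92 in air and −1.21 in ethylene in roots and by −1.41 and −1.24 in shoots.

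The genotype effect was also compared between roots and shoots, a test added after the data were seen. In air 2 of 125 sequences differed. The passenger arm miR171a-5p/170-5p (at 0.52 in roots and −1.99 in shoots, difference 2.51) and miR773a (0.52 and −1.91, difference 2.43) were lower in cbp20 shoots only, at a smallest adjusted p of 0.0132. Both calls were lost without Col root air replicate 1 (2.41 and 2.27), cbp20 root air replicate 1 (2.14 and 2.55), Col shoot air replicate 1 (2.41 and 2.23) or cbp20 shoot air replicate 2 (2.49 and 2.46), and that of miR773a without cbp20 root air replicate 2 (2.31). The count rose to 4 without cbp20 shoot air replicate 1, 5 without Col shoot air replicate 2 and 7 without Col root air replicate 2. It was 35 with the replicate as a block, 7 with TMM scaling in edgeR and 18 with DESeq2. In ethylene, too, more sequences passed with the replicate as a block than in the main fit, by the count given under the processing. In the main fit 3 sequences differed in ethylene, all lower in roots: miR164c-3p (−4.35 in roots and −0.08 in shoots, difference −4.27), miR163 (−5.49 and −2.12, −3.37) and miR157a-3p/157b-3p (−1.78 and 0.74, −2.53), and the same 3 passed after centring. That of miR157a-3p/157b-3p was lost without Col root ethylene replicate 1 (−2.10) or cbp20 root ethylene replicate 2 (−1.96). The ethylene count was 6 without cbp20 root ethylene replicate 1, 8 without Col shoot ethylene replicate 1, 13 without Col shoot ethylene replicate 2 and 5 without cbp20 shoot ethylene replicate 2.

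In Col roots the question was which miRNAs respond to ethylene within 4 h. The MYB33-targeting miR319 was the family of interest. Its sequence shared by loci a and b, TTGGACTGAAGGGAGCTCCCT (miR319a on chromosome 4, 12353109 to 12353129, plus strand, miR319b on chromosome 5, 16660469 to 16660489, minus strand), was higher in both ethylene libraries than in both air libraries but did not pass. Its value went from 24903 ± 4483 in air to 38964 ± 2219 in ethylene (SD, n = 2 each), at 0.66 ± 0.26 (SE, unadjusted p = 0.0161, adjusted p = 0.994). Taken as single loci, miR319b went from 17745 to 31271 (0.82 ± 0.29, adjusted p = 0.784) and miR319a from 32060 to 46656 (0.55, adjusted p = 0.843). The third locus, miR319c, did not change by this test (−0.16), nor did miR159a (0.09), miR159b-3p (0.03), miR159c (0.09), miR164a/164b-5p (0.44) or miR160a-5p/160b/160c-5p (0.17). The value of miR863-3p (chromosome 4, 7846835 to 7846855, plus strand) was 3.80 ± 1.41 (SD, n = 2) in ethylene and it was listed at 0 in air, below the filter and a few reads at this depth, so no fold was formed. The smallest p belonged to miR860, in a UTR exon of FC1 (AT5G26030) on its strand (chromosome 5, 9098876 to 9098896), which went from 3.6 ± 5.09 to 15.5 ± 10.0 (SD, n = 2 each), at 2.38 ± 0.78 (adjusted p = 0.739). In the order of unadjusted p, miR319a/b came next, then miR5634 (−1.21), miR167a-5p/167b (0.88) and miR8165 (1.51).

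Of 156 sequences in Col roots 0 passed with limma, and 5 had an unadjusted p below 0.05. The count tests called 0 as well, by edgeR with implied totals, edgeR with TMM and DESeq2, with 9, 9 and 9 at an unadjusted p below 0.05. The values of 86 sequences were higher and of 70 lower (median 0.06), and 45 did not overlap where chance gives 33.3%. The 0 held with each library left out in turn. In simulated data with this spread 90.0% of 4-fold changes were called, 32.3% of 2-fold and 7.14% of 1.5-fold, so changes of 2-fold or less were mostly not detectable. No list passed, with camera adjusted p of at least 0.48 (at least 0.981 with an estimated correlation). The median and mean differed in sign for the small RNA machinery list (0.12 and −0.02), the TAS triggers (0.06 and −0.08), the PPR list (−0.09 and 0.17), the other families (−0.00 and 0.04) and the precursors inside genes (−0.08 and 0.09).

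In cbp20 roots the same treatment was followed by 5 falls and 0 rises of 156, with 18 at an unadjusted p below 0.05. They were the passenger arms miR171b-5p, miR160a-3p, miR164c-3p and miR169f-3p, and miR163. The value of miR171b-5p (chromosome 1, 3961430 to 3961450, minus strand, AGATATTAGTGCGGTTCAATC) went from 34.0 ± 1.27 to 5.30 ± 1.13 (SD, n = 2 each), at −2.49 ± 0.61 (SE, adjusted p = 0.0416). The changes of miR160a-3p (−1.77), miR163 (−1.70), miR164c-3p (−1.83) and miR169f-3p (−1.33) each had an adjusted p of 0.046. Values were lower for 133 sequences and higher for 23, at a median of −0.39, and 70 did not overlap (33.3% by chance). The library medians differed by −0.36, and relative to them 0 passed, with these 5 at −2.12, −1.41, −1.34, −1.47 and −0.97, each at an adjusted p of 0.0823. edgeR with implied totals called 1, and edgeR with TMM and DESeq2 called 0. No call held with every single library left out. The count was 0 without cbp20 root ethylene replicate 2, cbp20 root air replicate 2, Col root air replicate 1 or Col root air replicate 2, it was 2 without cbp20 root air replicate 1, and it was 23 without cbp20 root ethylene replicate 1. The count was 7 without Col root ethylene replicate 1 or 2, alike in both. The value of miR319a/b did not pass (0.37, adjusted p = 0.48), nor did miR319c (0.13) or miR159a (−0.26). As in Col roots, both ethylene libraries lay above both air libraries at the locus miR319a (22330 and 23757 in air, 29496 and 30109 in ethylene). The same held at miR319b (12971 and 13423 in air, 16278 and 17669 in ethylene). A response of miR319a/b particular to Col was not shown, since 0 of 156 passed the interaction test given next. Of the lists, 2 members of the auxin-linked list fell, 4 of the conserved list (5 adjusted over the list alone), 4 passenger-side arms (6 adjusted over the list alone), 1 of the HD-ZIP III and HAM list, 1 of the NF-YA list, and 0 of the phase change list (2 adjusted over the list alone). Every camera adjusted p was at least 0.845.

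Whether ethylene acted differently on roots of the genotypes was tested as an interaction. The 3 smallest p belonged to miR163 (difference 2.50, Col minus cbp20), miR171b-5p (3.15) and miR157a-3p/157b-3p (1.59), each with an adjusted p of 0.0615, so 0 of 156 passed, with 16 at an unadjusted p below 0.05. edgeR with implied totals called 3, and edgeR with TMM and DESeq2 called 0. Without Col root ethylene replicate 2 the count was 5, and without cbp20 root ethylene replicate 1 it was 16. The difference was above 0 for 132 and below for 24 (median 0.46). No list passed (adjusted p of at least 0.641). Across sequences the ethylene effects of Col and cbp20 roots were unrelated (r = 0.05, permutation p = 0.504).

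In Col shoots the lowest p belonged to miR167c-5p, miR773a and miR393a-3p, which were lower in ethylene. The value of miR167c-5p (chromosome 3, 1306750 to 1306770, minus strand) went from 174.6 ± 31.8 to 38.9 ± 10.2 (SD, n = 2 each), at −2.15 ± 0.50 (SE, adjusted p = 0.153), and with the replicate as a block it fell (adjusted p = 0.0361), the 1 call of that fit. The value of miR773a went from 1332 ± 253 to 480.8 ± 169 (−1.50, adjusted p = 0.153) and that of miR393a-3p from 158.5 ± 42.1 to 43.6 ± 7.35 (−1.82, adjusted p = 0.264). Of 141 sequences 0 passed with limma, 18 had an unadjusted p below 0.05, 120 were lower and 21 higher (median −0.50), and 56 did not overlap (33.3% by chance). edgeR with implied totals, edgeR with TMM and DESeq2 called 0, with 21, 12 and 12 at an unadjusted p below 0.05. The library medians differed by −0.42, and relative to them 0 passed. Without Col shoot ethylene replicate 2 there were 22 calls, among them miR167c-5p (−1.89), miR773a (−1.87) and miR393a-3p (−1.99). Neither miR319a/b (−0.39) nor miR159a (−0.50) passed. As a list, the miR169 family, which targets NF-YA, lay above the other miRNAs (median 0.68, 0 of 5 called, camera adjusted p = 0.00239, and 0.72 with an estimated correlation). The phase change list did too (median 0.18 with a mean of −0.02, adjusted p = 0.0264, and 0.518 with an estimated correlation). The TAS triggers passed only with the replicate as a block (adjusted p = 0.0384 against 0.0597, and 0.395 with an estimated correlation). Of the auxin-linked list 0 members passed (3 adjusted over the list alone). For the remaining lists the adjusted p was at least 0.105.

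In cbp20 shoots miR852 (−2.14), miR167d (−1.05) and miR8179 (−2.41) had low values in ethylene without passing, and miR319a/b did not move (−0.00). Of 141 sequences 0 passed with limma and 2 had an unadjusted p below 0.05. edgeR with implied totals, edgeR with TMM and DESeq2 called 0, with 2, 2 and 0 at an unadjusted p below 0.05. Here 88 were lower and 53 higher (median −0.12), 43 did not overlap (33.3% by chance), and relative to the library medians, which differed by −0.25, 0 passed. No list passed (adjusted p of at least 0.281). The shoot interaction between ethylene and genotype gave 0 of 141 with limma and 0 by edgeR with implied totals, edgeR with TMM and DESeq2, with 3 at an unadjusted p below 0.05 in limma. Without Col shoot ethylene replicate 2 limma called 1. The smallest p belonged to miR4228-3p (−3.15) and miR167c-5p (−1.63). Among the lists the NF-YA one lay above the other miRNAs in this difference (median 0.85, camera adjusted p = 0.0452, and 0.797 with an estimated correlation), and the others had an adjusted p of at least 0.172, with a median and mean of opposite sign for the HD-ZIP III and HAM list (−0.16 and 0.04) and the TAS triggers (−0.03 and 0.09). In simulated data with this spread 56.9% of 4-fold and 13.1% of 2-fold ethylene changes in Col shoots were called, so 2-fold changes were mostly not detectable in shoots.

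The ethylene effect was compared between roots and shoots on the 125 sequences tested in both. In Col the differences of miR393a-3p (2.73, root minus shoot) and miR167c-5p (2.46) came closest, each at an adjusted p of 0.0699. With limma 0 passed and 16 had an unadjusted p below 0.05, while edgeR with implied totals called 2, DESeq2 2, edgeR with TMM 0, and limma with a replicate block per tissue 2. Without Col shoot ethylene replicate 2 there were 10 calls and without Col root ethylene replicate 2 there was 1. The TAS trigger list (median −0.45, adjusted p = 0.0126) and the NF-YA list (median −0.72, adjusted p = 0.00131) lay below the other miRNAs by camera in this difference, each at 0.522 with an estimated correlation, and the rest had an adjusted p of at least 0.214. In cbp20 the closest were miR164c-3p (−1.96) and miR171b-5p (−2.63), each at an adjusted p of 0.817. With limma 0 passed and 5 had an unadjusted p below 0.05, edgeR and DESeq2 called 0, 1 passed without cbp20 root ethylene replicate 1, and no list passed (adjusted p of at least 0.445). Across sequences the ethylene effects of roots and shoots correlated at r = 0.06 in Col (permutation p = 0.505) and r = 0.18 in cbp20 (permutation p = 0.047, adjusted p = 0.0752), and those of Col and cbp20 shoots at r = 0.12 (permutation p = 0.138). By rank the cbp20 relation did pass, at rho = 0.22 (permutation p = 0.012, adjusted p = 0.0192), while rho was −0.01 between Col roots and shoots (permutation p = 0.876) and 0.11 between Col and cbp20 shoots (permutation p = 0.194).

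A difference in how roots were parted from shoots would move miRNAs typical of one tissue together. Levels were compared between tables that were made separately, at 8-fold or more between the Col air means, and the lists come from these data. The root-high list held 15 sequences, such as miR157a-3p/157b-3p (21443 in roots and 1574 in shoots), miR167c-3p and miR160c-3p. The shoot-high list held 5, such as miR171a-5p/170-5p (59.2 in roots and 2125 in shoots) and miR827. In roots the median of the root-high list was 0.02 with ethylene in Col and −0.57 in cbp20, and −1.27 in air and −1.91 in ethylene for the genotype. In shoots, with 5 of the 15 tested, these medians were −1.07, −0.52, −0.06 and 0.09. The shoot-high list, with 2 of the 5 tested in roots, gave 0.90, −0.89, 0.47 and −1.32 in roots and −0.67, −0.07, −2.17 and −2.59 in shoots.

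**Figure D3:**
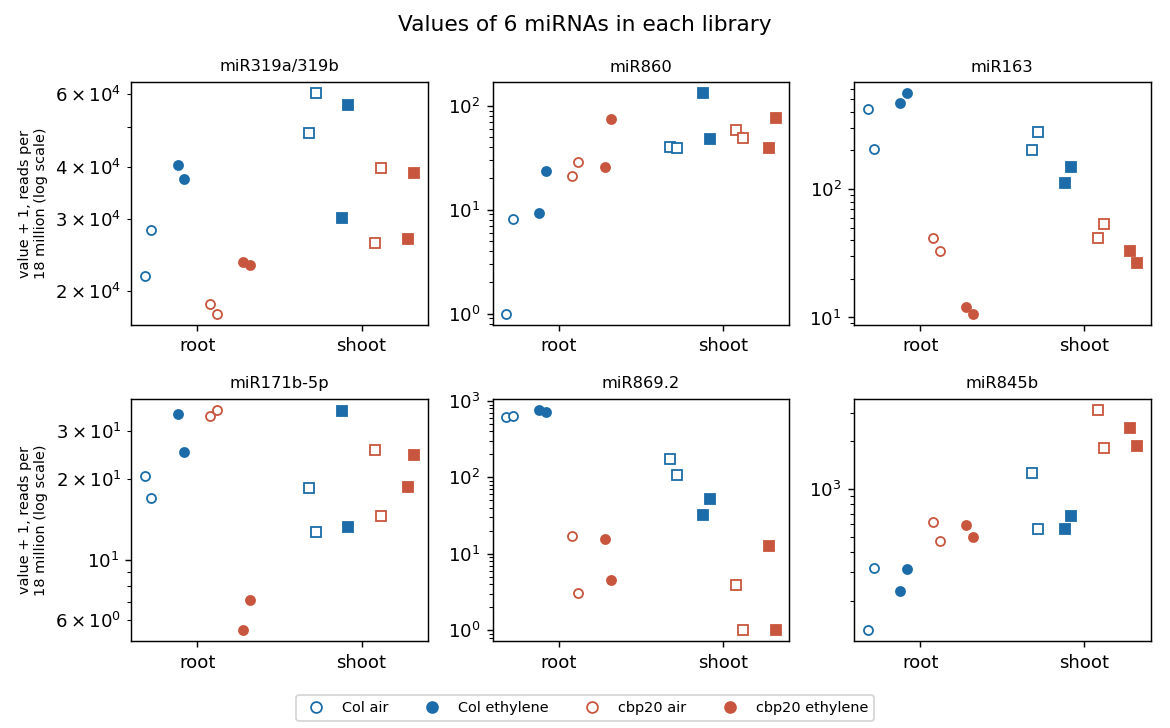
Values plus 1 (reads per 18 M reads, log axis) of miR319a/b, miR860, miR163, miR171b-5p, miR869.2 and miR845b in each library; circles are roots and squares shoots, open symbols air and filled ethylene, blue Col and red cbp20. In roots in ethylene miR163 is at 513.3 on average in Col and at 10.4 in cbp20.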

Values the study reported

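The study listed 13 ethylene-regulated miRNAs in roots of the wild type and counted 7 as higher and 5 as lower, and it named miR319b and miR863-3p among those that were higher. It also measured miR319 by small RNA northern blot, where ethylene raised it in wild-type roots and the rise was impaired in cbp20. By the same method miR159 did not respond to ethylene, and it was lower in cbp20 than in the wild type, measured against U6. From its small RNA sequencing the study also stated that most detected miRNA species were lower in cbp20. By RT-PCR the study found pri-miR319b and MYB33 lower with ethylene in wild-type roots.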

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

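The tests of the genotype effect between roots and shoots, and the tests weighed for the lower values of cbp20 roots in ethylene, were chosen only after the results were seen. Where roots and shoots, or Col and cbp20, were compared under one contrast, the following differed by a test of the difference itself. Roots and shoots were separate sets of libraries, with their own labels, tables and depths. A difference between tissues therefore cannot be told apart from one between these sets.

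In ethylene, the log2 fold change of cbp20 over Col was lower in roots than in shoots for miR164c-3p, miR163 and miR157a-3p/157b-3p, by −4.27, −3.37 and −2.53. These are the calls of the main fit. With the replicate as a block more sequences passed than are named here, in ethylene and in air. In cbp20 shoots miR163 fell (−2.12), miR164c-3p did not pass (−0.08), and miR157a-3p/157b-3p lay above 0 (0.74) and passed as a rise with the replicate as a block (adjusted p = 0.0245). The difference of miR157a-3p/157b-3p was −2.10 without Col root ethylene replicate 1 and −1.96 without cbp20 root ethylene replicate 2, and passed in neither case. This sequence is on the root-high list, whose median for the genotype in shoots in ethylene was 0.09 (5 tested) against −1.16 for all tested and −2.59 for the shoot-high list, so a difference in how the tissues were parted is not ruled out for it. In air the difference went the other way for miR171a-5p/170-5p (2.51) and miR773a (2.43), which fell in cbp20 shoots and did not pass in roots. The former is on the shoot-high list, so the same holds for it. That list's median in air was −2.17 in shoots and 0.47 in roots (2 tested), against −1.42 and −0.90 for all tested. These medians cannot decide the matter, since the list was picked by the Col air libraries of this same contrast. Also, miR171a-5p/170-5p is itself 1 of the 2 tested in roots. Both air calls were lost without Col root air replicate 1 (2.41 and 2.27), cbp20 root air replicate 1 (2.14 and 2.55), Col shoot air replicate 1 (2.41 and 2.23) or cbp20 shoot air replicate 2 (2.49 and 2.46), and that of miR773a also without cbp20 root air replicate 2 (2.31). As a list set against the other miRNAs by camera, the miR169 family, which targets NF-YA, stood apart in the ethylene difference between Col and cbp20 shoots (adjusted p = 0.0452). It also did in that between Col roots and shoots (adjusted p = 0.00131), as did the TAS trigger list there (adjusted p = 0.0126). With an estimated correlation these were 0.797, 0.522 and 0.522, and no single member passed. By fry, which tests the list's own shift, they were 0.865, 0.451 and 0.451, so no difference in the response of these lists themselves was found.

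In cbp20 roots 133 of 156 sequences were lower in ethylene than in air (median −0.39), miR163 and miR164c-3p among the 5 that fell, and in Col shoots 120 of 141 were (median −0.50), where none passed without the replicate as a block. A single scaling factor for each library stays open in cbp20 roots as the source of the shared shift and of the 5 calls. Relative to the library medians 0 of the 5 passed (miR163 at −1.34 ± 0.38 in place of −1.70 ± 0.47 and miR164c-3p at −1.47 ± 0.41 in place of −1.83 ± 0.52, SE). The folds shrank by 0.36, and 11 sequences in place of 18 had an unadjusted p below 0.05. The part played by cbp20 root ethylene replicate 2 stays open, since the median was −0.11 without it (95% interval over families −0.14 to −0.05) and −0.70 without replicate 1. An effect of ethylene on roots that lack CBP20 also stays open. Across sequences, which are not independent replicates, the ethylene differences of the 2 replicates correlated at r = 0.21 in cbp20 roots (permutation p = 0.00743, adjusted p = 0.0119). Among sequences with a mean of at least 100 it was 0.31 (permutation p = 0.00201), and in Col roots 0.08 (permutation p = 0.323). A factor shared by all sequences of a library would not by itself give such a relation. The permutation treats sequences as independent, and root replicates are paired by number only, so the relation does not settle whether such a factor is the whole difference.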

How the results depend on the processing

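The edgeR fit with implied library totals and all tests of the genotype effect between roots and shoots were chosen only after the results were seen. The falls of miR869.2, miR168b-3p and miR164 members in cbp20 roots, and of miR173-5p, miR396a-5p and miR829-5p in cbp20 shoots, kept their direction under every alternative run, while the direction of miR319, miR159 and other abundant families depended on the scaling. Of 5852 values of named miRNAs under the alternatives, 325 lost a call, 105 gained one and 42 turned with a call. The other 5380 kept their side of the threshold, and 158 of them, none called, changed sign. The cause was not tested, except that centring and equal sums remove by construction a change shared by all sequences, and that a stricter filter tests fewer sequences. Depth limits the low values, above all in shoots, where 1 read stood for up to 4.38. A lone library left in a group was assumed to vary like the other groups. No alternative was left out, and the difference tests have no version with only the groups compared.

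For ethylene in cbp20 roots, the 5 calls became 0 with centring, with equal sums, with a pseudocount of 0.5, with no filter, with edgeR and TMM and with DESeq2. They became 1 at a mean of at least 50, with every locus, without the trend and by edgeR with implied totals, 3 with only the groups compared and 8 with the replicate as a block. For the root interaction, 0 became 3 with a pseudocount of 5, 1 at a mean of at least 50, 3 with the block, 4 with every locus, 1 without the trend and 3 by edgeR with implied totals. With the block 1 passed for ethylene in Col shoots. For the difference between tissues in Col, 0 became 2 with the block, 1 without the trend, 2 by DESeq2 and 2 by edgeR with implied totals. The one-sided test per locus at 1.5-fold gave 12 in Col roots, 28 in cbp20 roots (1 adjusted), 28 in Col shoots (1 adjusted) and 18 in cbp20 shoots (2 adjusted).

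For the genotype in shoots in air, 68 calls became 30 with centring (17 higher, 13 lower), 24 with equal sums (17 and 7), 29 with TMM (20 and 9) and 38 with DESeq2 (17 and 21). In ethylene 62 became 26 (17 and 9), 22 (15 and 7), 20 (10 and 10) and 23 (9 and 14), and 41 with no filter. In roots the counts stayed within 1.5-fold while the split moved. In air it was 47 higher and 37 lower with centring, 46 and 32 with equal sums, 33 and 50 with TMM and 36 and 40 with DESeq2. In ethylene it was 29 and 42, 30 and 38, 33 and 41 and 34 and 38. For the genotype effect between tissues in air, 2 became 9 with equal sums, 35 with the block, 7 with TMM and 18 with DESeq2. In ethylene 3 became 9 with a pseudocount of 5, 7 at a mean of at least 50, 16 with the block, 6 with robust variances, 10 with TMM and 5 with DESeq2. The 16 list calls became 0 with an estimated correlation and 41 by fry, and the 0 class calls 31 by fry.

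With each library left out, the counts ran from 0 to 23 for ethylene in cbp20 roots, 0 to 16 for the root interaction, 0 to 22 for Col shoots, 0 to 1 for the shoot interaction, 0 to 10 for the tissue difference in Col and 0 to 1 in cbp20. Col roots and cbp20 shoots stayed at 0. The genotype counts ran from 53 to 88 in roots in air, 79 to 106 in ethylene, 49 to 79 in shoots in air and 25 to 61 in ethylene, and between tissues from 0 to 7 in air and 2 to 13 in ethylene. The summed log2 ratio ran from −1.18 to −1.05 in roots and −1.69 to −1.44 in shoots, the list calls from 12 to 21 and the class calls from 0 to 2.

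At a mean of at least 50 the ethylene effects of Col and cbp20 shoots correlated at 0.21 (permutation p = 0.0351, adjusted p = 0.0562) and those of cbp20 roots and shoots at 0.19 (permutation p = 0.0604, adjusted p = 0.0806), so by Pearson neither passed once adjusted, as without this filter. By rank the relation of cbp20 roots and shoots passed with this filter (rho 0.25, permutation p = 0.0161, adjusted p = 0.0258) and without it (rho 0.22, permutation p = 0.012, adjusted p = 0.0192), while that of Col and cbp20 shoots did not once adjusted (rho 0.20, permutation p = 0.0411, adjusted p = 0.0548). With this filter the arms correlated at r = 0.55 in Col shoots with ethylene (permutation p = 0.0119) and at 0.41 in cbp20 shoots in air (permutation p = 0.0633), on either side of 0.05 before adjustment. By rank neither passed (rho 0.36, permutation p = 0.11, and rho 0.22, permutation p = 0.325). Without this filter r was 0.31 in Col shoots with ethylene (permutation p = 0.0958). For ethylene in Col roots no relation of the arms was found (r = 0.00015 without this filter, permutation p = 0.999, and 0.21 with it, permutation p = 0.318). Replicate 1 against replicate 2 turned the relation of cbp20 roots and shoots to −0.12. With 4-fold in place of 8-fold between tissues, the root-high medians moved to −1.79 for the genotype in roots in air, −0.21 for ethylene in cbp20 shoots and −1.10 and −0.75 for the genotype in shoots in air and ethylene. The shoot-high medians moved to −0.45 for ethylene in cbp20 roots, −0.65 for the genotype in roots in ethylene, −0.20 for ethylene in cbp20 shoots and −1.44 for the genotype in shoots in ethylene. The other medians moved by less than the SD between their replicates. Of the root-high ones, ethylene in Col roots turned from 0.02 to −0.04, ethylene in Col shoots went from −1.07 to −0.63, ethylene in cbp20 roots from −0.57 to −0.41 and the genotype in roots in ethylene from −1.91 to −2.09. Of the shoot-high ones, ethylene in Col roots went from 0.90 to 0.40, ethylene in Col shoots from −0.67 to −0.57, the genotype in roots in air from 0.47 to 0.33 and the genotype in shoots in air from −2.17 to −1.89.

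These genotype values turned, in the order of centring, equal sums, TMM and DESeq2 where named. In roots in air miR319c turned to 0.84, 0.93 and, with DESeq2, 0.77, and miR159c to 0.21, 0.30 and, with DESeq2, 0.14. In roots in ethylene miR159a turned to 0.28, 0.34, 0.35 and 0.42, miR159c to 0.47, 0.53, 0.55 and 0.62, miR319a/b to 0.47, 0.53, 0.55 and 0.63, miR166a-3p and its copies to 0.70 with equal sums, 0.70 with TMM and 0.78 with DESeq2, and miR159b-3p to 0.0648 with DESeq2. In shoots in air miR160a-5p turned to 0.0812, 0.36 and 0.32, miR166a-3p to 0.40, 0.69, 0.67 and 0.28, miR156a-5p to 0.17 with equal sums and 0.14 with TMM, and with equal sums miR319c to 0.93 and miR319a/b to 0.95. In shoots in ethylene miR166a-3p turned to 0.39, 0.53, 0.33 and 0.10, miR164c-3p to 1.16 with centring, and with equal sums miR160a-5p to 0.0101, miR319c to 1.02, miR319a/b to 1.02 and miR164c-5p to 0.0699.

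With the replicate as a block the calls that changed in shoots are those given with the results, by name or by number, and the counts above. In roots, where replicates only share a number, the correlations of replicate differences ran from −0.00 to 0.24, and 2 of 6 lay below 0.1.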

Other observations

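The tests weighed below for the lower values in cbp20 were chosen only after the results were seen. The criteria of the pair on families outside the conserved list were written down before that pair was run. They came after the list tests, since they name the comparisons where those had passed.

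Some nutrient-linked families were too few for a list test. The sulfate-linked miR395a/395d/395e fell in roots in air (−1.85) and in ethylene (−3.0), while miR395b/395c/395f did not pass in roots (0.33 and −0.00) and in shoots fell in air (−1.48) but did not pass in ethylene (−0.69). The phosphate-linked miR399b/399c-3p passed in no genotype comparison (0.13 and −0.52 in roots, −0.48 and −0.62 in shoots, air first). The phosphate-linked miR827 fell in shoots in air (−4.31) and in ethylene (−2.59). The MYB regulators miR858a and miR858b fell in roots (−1.09 and −1.45 in air, −1.38 and −1.79 in ethylene) and in shoots (−1.80 and −2.00 in air, −1.49 and −1.73 in ethylene). No class of first base or length differed from the others in cbp20 by camera (0 of 32 tests, the smallest adjusted p being 0.0533, for sequences that start with A in roots in air), while fry, which asks whether members move one way on balance, passed for 31.

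For ethylene in Col roots, at the thresholds of 1.5-fold and an adjusted p below 0.05, 0 sequences passed here with limma, with 5 at an unadjusted p below 0.05. The study, which states these thresholds, lists more. Under a looser rule that the study does not state, a one-sided equal-variance test per locus at 1.5-fold, 12 loci passed without adjustment (8 higher, 4 lower), and 0 after it. Of those 12, 10 rested on at most 20 reads in their highest library, so the depth limits what can be said of them. Their overlap with the study's list is not given here, so this rule does not show how that list arose. Without adjustment the same rule gave 28 loci in cbp20 roots (2 higher, 26 lower), 28 in Col shoots (8 higher, 20 lower) and 18 in cbp20 shoots (4 higher, 14 lower).

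Most miRNAs were lower in cbp20 than in Col. A single scaling factor for each library is argued against as the cause of every fall in roots, since after centring at least 23.7% of the tested sequences passed as lower there (37 in air and 42 in ethylene). In shoots 13 did in air and 9 in ethylene (6.38%), short of the share set for arguing against a single factor there. A factor equal to the shift of the library medians does not account for these falls. Among them in ethylene were miR396a-5p at −1.89 ± 0.25 and miR173-5p at −3.07 ± 0.46 after centring (SE). Centring takes the median sequence as unchanged, so a larger factor is not excluded for them. For the other shoot falls a single factor stays open, since 53 of 66 in air and 51 of 60 in ethylene no longer passed. A few abundant sequences are argued against too, since without the 3 highest the sum stayed at least 2.17-fold lower by the means of its logs. The part of the fall that all miRNAs share, such as the median of −0.90 in roots in air, cannot be told apart from a change in the other reads that set the scale, because no spike-in and no other RNA class is in the tables. The study's northern blot of miR159, set against U6, was lower in cbp20, and that measure does not use this scale. A broad need for CBP20 in making miRNAs may explain the shared part and remains a hypothesis.

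By camera at the preset correlation, families outside the conserved list lay above the conserved ones in cbp20 in roots in air, roots in ethylene and shoots in ethylene, but not with an estimated correlation (adjusted p = 0.624, 0.654 and 0.507), and in shoots in air this did not pass (adjusted p = 0.0771). Fragments of protein-coding transcripts read as miRNAs are argued against as the whole cause in roots and in shoots in ethylene, since without precursors inside such genes the medians still differed by at least 0.63 (95% interval over families 0.03 to 1.33 in shoots in ethylene, where the difference was smallest) in the 3 comparisons where the list test had passed. In shoots in air it stays open, since there the difference was 0.57 (−0.16 to 1.13) and without those precursors 0.0556 (−0.52 to 0.85). That low values flatten their fold changes stays open, since among sequences with a mean of at least 100 the smallest difference in those 3 was 0.78 with an interval of −0.01 to 1.25 (0.14 in shoots in air), although in roots it was 0.86 (0.03 to 1.38) in air and 1.13 (0.13 to 1.75) in ethylene. A lower need of young or intragenic miRNA precursors for CBP20 may also be a candidate explanation, and it was not tested.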
